A study of Mus musculus with 21 samples. Its data were reported in "Unravelling cysteine-deficiency-associated rapid weight loss" (2025).

How the data were processed

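The data were bulk RNA sequencing of mouse liver: 21 libraries, 1 per animal as the titles give them, from a cross of 2 genotypes with 3 diets. The genotypes were knockouts of *Cse*, the gene for cystathionine γ-lyase (symbol *Cth*), labelled cse and called KO below, and a comparison genotype labelled WT. The study's text calls its comparison animals heterozygous (*Cse*+/−), so WT below is the name in the labels and not a statement that both alleles were intact. The diets were a control diet (CTR) and versions of it without cysteine (noCys) or without tryptophan (noTrp). In the depleted diets the study raised the remaining amino acids proportionally. Group and replicate number were taken from the sample titles. Per the study's methods, the animals were calorie restricted and male.

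The deposited file was a single table of gene counts, 1 column per library. The authors extracted RNA with TRIzol, selected poly(A) RNA, sequenced both ends of the fragments, aligned reads to GRCm38 with Hisat2, and made the deposited counts with htseq-count; these are raw integer counts with no normalization. The annotation release and the strand setting of the counting were not stated. The authors then tested differences with DESeq2, but no result of theirs was used here. 1 column of the table matched no sample and was not used. The table held 46078 Ensembl gene identifiers and 0 summary lines. Of these, 45143 were in GENCODE M21 on the same build, which gave symbols, gene types and coordinates, and the 935 others held 0.071% of all counts.

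Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr over the 6 groups with a minimum count of 10 and a minimum total of 15, which left 14370 genes of the 26504 with any count. Library sizes were scaled by TMM (factors 0.883 to 1.14). A one-way model over the 6 groups was fitted to all 21 libraries, so that groups of 2 to 5 animals shared 1 estimate of the spread, and each comparison was tested with the two-sided quasi-likelihood F-test. Every adjusted p below is this test's Benjamini-Hochberg value over the 14370 genes unless another tool is named, and a gene was called when it was under 0.05. Fold changes are on the log2 scale with their standard errors (SE). Values per library are CPM, counts scaled to a common library size after TMM.

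The comparisons were KO against WT on each diet, each depleted diet against the control diet within each genotype, noCys against noTrp in KO, and 2 tests of a difference between differences: whether removing cysteine acted differently in the 2 genotypes, and whether the genotype acted differently without cysteine than without tryptophan.

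Gene lists were tested in 5 of these comparisons with camera (limma 3.58.1) on voom values, with a preset inter-gene correlation of 0.01 and adjustment over all 25 tests. A list's value is the median log2 fold change of its tested genes. 2 lists were the liver genes that the study's text names for the integrated stress response (ISR, 13 genes) and the NRF2-dependent oxidative stress response (OSR, 8 genes). The study picked these genes from liver data that include these libraries, so their calls are not independent evidence. The other 3 were written from general knowledge: cholesterol synthesis (20 genes), fatty acid synthesis (18 genes) and subunits of the respiratory complexes (74 listed, 73 in the table).

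Genes named in the text were set by a rule. It took *Cth* in every library, genes that the study's text names, and the genes with the largest rises and falls: 5 of each for KO noCys against WT noCys, and 3 of each in the other comparisons of 2 groups. The latter had to be called, to average over 2 log2 CPM, and to have every library of one group above every library of the other. Genes without a symbol and predicted genes were passed over. Genes named for another reason are said to have been chosen after their values were seen.

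Alternatives were DESeq2 1.42.0 (Wald test, the study's tool), limma-voom with sample quality weights, RLE size factors, no filter on low counts, a fit of only the groups compared, the replicate number as a block, and each of the 21 libraries left out in turn. Lists were also tested with camera's estimated correlation and with fry. These choices, the design, the gene lists above and the rule for named genes were fixed before the data were examined. Scaling by library totals alone was added after the data were seen. So that chance could be weighed, the libraries of each comparison of at least 3 against 3 were regrouped in all possible ways or, where these exceeded 100, in 100 of them, the real grouping included.

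Samples were checked with lists fixed along with the design: 5 sex genes, 14 clock and feeding genes, and 7 to 10 marker genes each of adipocytes, erythroid cells, gut and gallbladder, immune cells, muscle and pancreas. The values of sex genes and the sums over marker lists are CPM of unscaled totals. A further 3 lists, of male-biased (14), female-biased (16) and acute-phase (20) liver genes, were written from general knowledge after the first results. Trends with GC content and gene length were removed over 20 bins, and counts were thinned to equal totals to test depth. Random lists (10000 draws) were matched on mean expression. Confidence intervals are at 95%, Wilson's for shares and exact Poisson for counts, and cover counting error only, since reads without molecular identifiers are not independent molecules.

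The procedure was tested on simulated counts with known answers, in 14087 genes. With 200 genes changed between KO noCys and WT noCys, 85% were called, 98% of those changed 4-fold, with 3 unchanged genes called. For KO noCys against KO CTR, 87% were called, with 10 unchanged genes called. Between KO CTR and WT CTR, simulated with no changed gene, edgeR called no gene.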

Results

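Liver RNA was sequenced from mice without cystathionine γ-lyase, the enzyme that makes cysteine from cystathionine (gene *Cth*, called *Cse* in the study), and from comparison mice labelled WT, after a control diet or a diet lacking 1 amino acid. The study asked how the liver responds when cysteine can be neither eaten nor made, with tryptophan removal as a comparison for the loss of any amino acid. The 21 libraries fell into 6 groups: WT CTR (n = 3), KO CTR (n = 4), WT noCys (n = 4), KO noCys (n = 3, numbered 1, 3 and 4), WT noTrp (n = 2) and KO noTrp (n = 5). The total count per library, in replicate order, was 9410589, 13268946 and 9764060 in WT CTR and 14017475, 27230852, 13008968 and 11264873 in KO CTR. It was 18343933, 9473346, 11593378 and 20644644 in WT noCys and 8889951, 18417408 and 13924467 in KO noCys. It was 15362717 and 12630260 in WT noTrp and 18909922, 10894799, 16080996, 9752555 and 12705372 in KO noTrp. Mitochondrial genes took 3.41% to 7.68% of the counts. The most abundant single gene took at most 6.64%, and it was *Alb* in all but 2 libraries: the ribosomal RNA gene CT010467.1 in WT CTR replicate 3 (6.22%) and *Apoe* in KO noCys replicate 3 (2.47%).

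**Figure D1:**
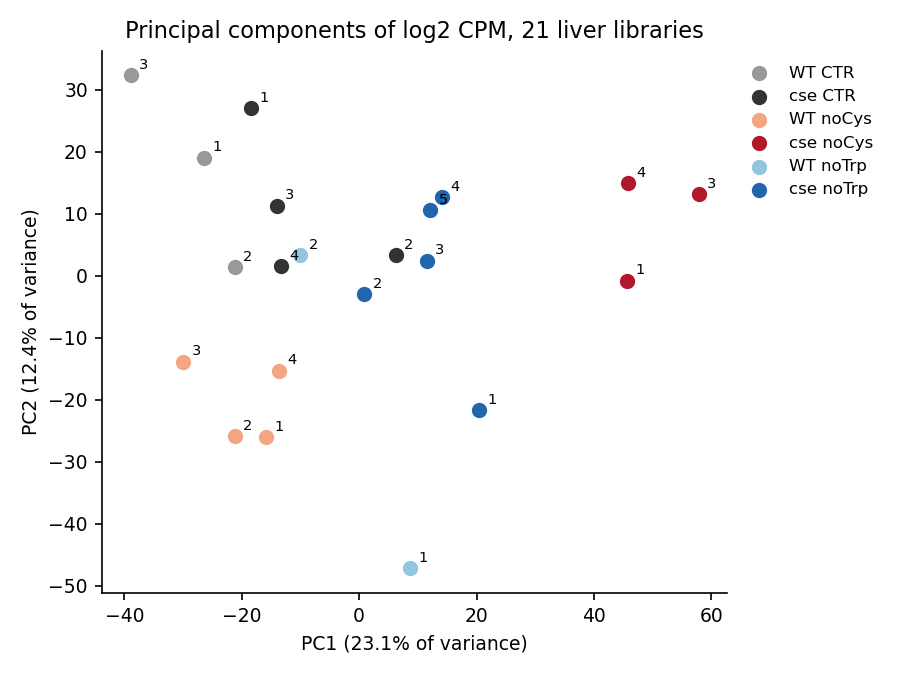
Principal components of log2 CPM for the 21 liver libraries, 1 point per library, numbered by replicate and coloured by group. The axes are the first component (23.1% of the variance) and the second (12.4%). The 3 KO noCys libraries lie at 45.7 to 57.9 on the first component, above the next library at 20.4.

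The targeted gene was examined first. *Cth* (ENSMUSG00000028179, GRCm38 chromosome 3, 157894248 to 157925077) was at 286, 221 and 157 CPM in the WT CTR libraries, 260, 263, 253 and 225 in WT noCys, and 452 and 108 in WT noTrp. It was at 14.6, 10.5, 11.7 and 14.99 CPM in KO CTR, 8.12, 6.34 and 7.33 in KO noCys, and 9.61, 11.97, 13.7, 11.9 and 12.2 in KO noTrp. Every KO library was thus below every WT library. In KO against WT, *Cth* fell by 4.11 on the log2 scale on the control diet (SE 0.31, adjusted p = 4.18e-07), it fell by 5.12 without cysteine (SE 0.37, adjusted p = 1.51e-08) and it fell by 4.56 without tryptophan (SE 0.31, adjusted p = 4.09e-08). Within KO, its change from the control diet was not called, at -0.84 without cysteine (adjusted p = 0.077) and -0.12 without tryptophan (adjusted p = 0.883). The gene overlaps Gm43314, and the reads left in KO were not traced to an exon here.

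Removing cysteine from knockout mice takes away both supplies of the amino acid, so KO noCys against WT noCys was the central comparison. Of the 14370 genes tested, 4055 were called (28.2%), 2130 higher and 1925 lower in KO, and 512 of the former and 633 of the latter changed more than 2-fold. Among the alternatives that kept all libraries, limma-voom with quality weights moved this count the most, to 5363. Leaving out KO noCys replicate 3 lowered it to 2358. The balance of directions rested on the scaling. With library totals alone the median of all genes moved from -0.02 to 0.20, and the called genes were 3944 higher and 983 lower, or 80.0% higher in place of 52.5%. Changes below are relative to the TMM scaling, under which this median lay near 0 in each comparison.

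The study's text names 13 liver genes of the ISR, a programme of translation control and amino acid supply, and all 13 were higher in KO noCys than in WT noCys, 12 of them called. Their log2 fold changes ran from 0.41 (*Atf6*) to 6.55 (*Psat1*). *Psat1* (ENSMUSG00000024640, chromosome 19, 15904678 to 15947337) averaged 54.0 ± 9.99 CPM (SD, n = 3) in KO noCys and 0.565 ± 0.181 (n = 4) in WT noCys, with an SE of 0.46 and an adjusted p of 1.4e-08. *Asns* (ENSMUSG00000029752, chromosome 6, 7675169 to 7693254) averaged 158 ± 19.9 (n = 3) and 3.29 ± 2.36 (n = 4), a log2 fold change of 5.56 (SE 0.40, adjusted p = 1.51e-08). *Fgf21* (ENSMUSG00000030827, chromosome 7, 45613886 to 45615490) averaged 28.3 ± 19.1 (n = 3) and 0.690 ± 0.220 (n = 4), a log2 fold change of 5.36 (SE 0.95, adjusted p = 0.00037). *Gdf15*, at 1.26, was not called (adjusted p = 0.0794), and it was at 0.89 without KO noCys replicate 3. It was called without KO noCys replicate 1 (1.68, adjusted p = 0.0168), with library totals alone and with the replicate block. Limma-voom called all 13 genes. Without KO noCys replicate 3, *Ddit3*, which overlaps *Mars*, fell from 0.92 to 0.66 (adjusted p = 0.101) and *Atf6* from 0.41 to 0.30 (adjusted p = 0.121), and neither was called.

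The 8 OSR genes, 7 of them glutathione S-transferases or quinone reductase, were all called higher in KO noCys than in WT noCys, by log2 fold changes of 1.35 (*Srxn1*) to 3.32 (*Gsta1*). *Nqo1* (ENSMUSG00000003849, chromosome 8, 107388225 to 107403206) averaged 23.3 ± 0.423 CPM (n = 3) and 6.34 ± 0.158 (n = 4), a log2 fold change of 1.87 (SE 0.19, adjusted p = 1.28e-06). Reads of the *Gstm* and *Gsta* genes may be shared among members of these families, so their single values are uncertain. Of other genes that the text names, *Vldlr* (1.85) and *Chac1* (2.32) were called higher, and *Cth*, *Srebf2* (-0.66) and *Apoc1* (-1.26) were called lower. *Chac1* was at 1.46 without KO noCys replicate 3 and was still called. *Cbs*, *Srebf1*, *Vnn1*, *Nfe2l2*, *Hmox1* and *Gclc* were not called, at -0.09, -0.62, 0.76, -0.08, 0.01 and 0.40. The study reports *Srebf1* as significantly lower in KO liver without cysteine. Its liver groups without cysteine held more animals than those here, so a missing call here does not contradict it. The study's text describes a rise of *Nfe2l2*, *Hmox1* and *Gclc* in muscle and of *Vnn1* in muscle and adipose tissue, and not in liver. A figure of the study also gives *Vnn1* across tissues, with its liver data among the sources. A fit of the compared groups alone called *Srebf1*, which overlaps *Rai1*, *Vnn1* and *Gclc* (adjusted p = 0.0291, 0.0154 and 0.0387), and library totals alone also called *Gclc* (0.63).

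By the rule for large changes, *Asns*, *Cyp2b9*, *Extl1*, *Pck2* and *Lad1* rose the most in KO noCys against WT noCys. *Pck2* (ENSMUSG00000040618, chromosome 14, 55540266 to 55551242) averaged 62.8 ± 23.1 CPM (n = 3) and 5.79 ± 0.400 (n = 4), a log2 fold change of 3.45 (SE 0.22, adjusted p = 8.73e-09). *Extl1* rose by 3.57 (adjusted p = 6.82e-07) and *Lad1* by 3.0 (adjusted p = 0.000173). *Cyp2b9* rose by 5.49 (adjusted p = 0.00758) and was not called without KO noCys replicate 1 (3.99, adjusted p = 0.0576). *Saa2*, *Saa1*, *Serpina12*, *Cth* and *Selenbp2* fell the most. *Saa1* (ENSMUSG00000074115, chromosome 7, 46740497 to 46742980) averaged 27.9 ± 16.9 CPM (n = 3) in KO noCys and 1642 ± 2130 (n = 4) in WT noCys, a log2 fold change of -5.90 (SE 1.28, adjusted p = 0.00193). That of *Saa2* was -7.60 (adjusted p = 0.000884). Without WT noCys replicate 1, *Saa1* was at -4.44 and *Saa2* at -5.38, and both were still called. *Serpina12* was at -5.23 (adjusted p = 0.000768) and *Selenbp2* at -5.10 (adjusted p = 0.000729). *Cyp2b9*, *Selenbp2*, *Saa1* and *Saa2* have close paralogs, which makes their single values uncertain.

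**Figure D2:**
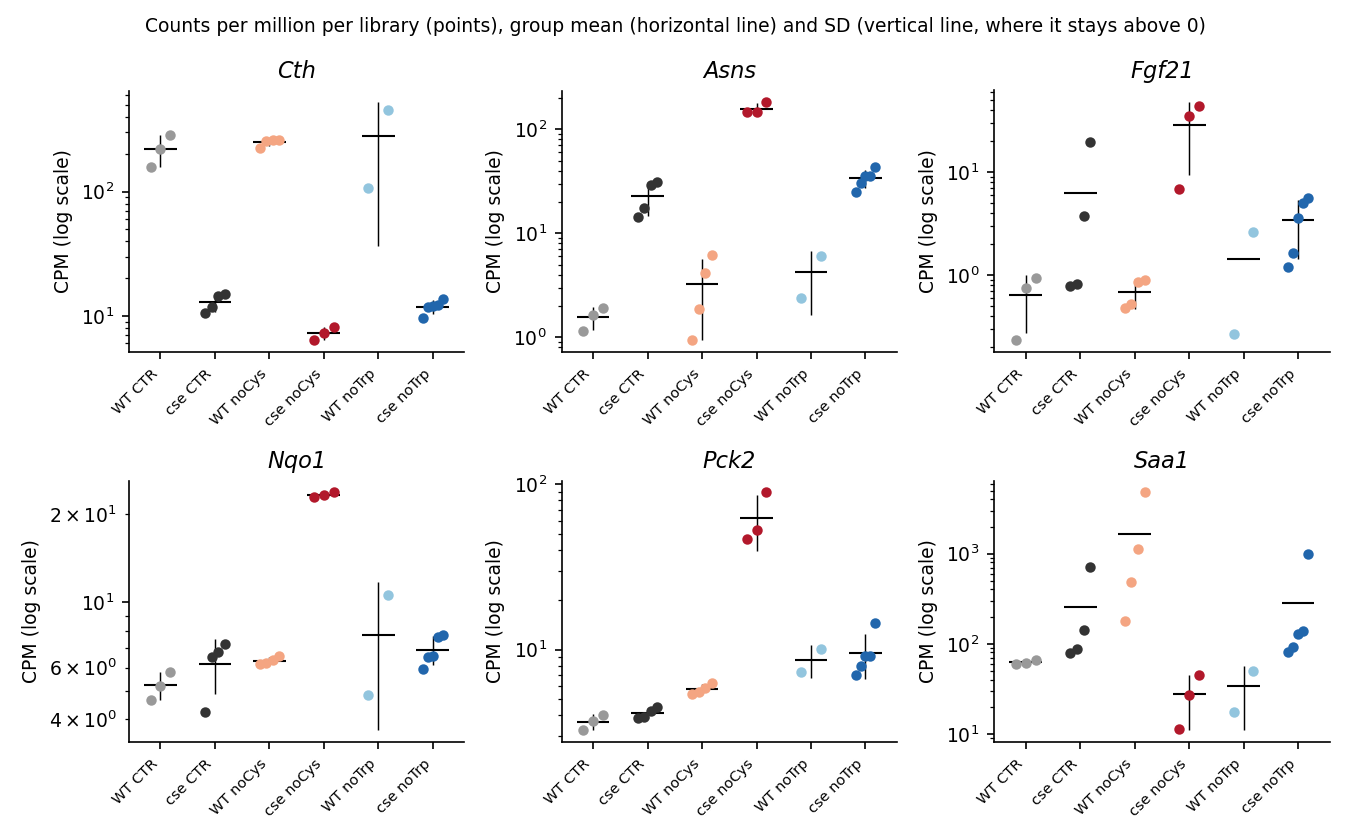
CPM of *Cth*, *Asns*, *Fgf21*, *Nqo1*, *Pck2* and *Saa1* on a log axis, 1 point per library in 6 groups, with the group mean (horizontal line) and SD (vertical line, drawn where the mean less the SD is above 0). *Asns* averaged 158 CPM in KO noCys and 23.0 in KO CTR, against 1.56 in WT CTR.

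On the control diet, which asks what the genotype does while cysteine is eaten, 46 genes were called between KO and WT, 10 higher and 36 lower, and 1378 had an unadjusted p under 0.05. The count was small and moved with the method: 126 by DESeq2, 86 by limma-voom, 154 with no filter and 6 in a fit of these 2 groups. It also moved with single libraries, to 10 without WT CTR replicate 3 and to 16, 9, 15 and 22 without KO CTR replicates 1, 2, 3 and 4. *Asns* rose by 3.86 (SE 0.48, adjusted p = 0.000365), from 1.56 ± 0.376 CPM (n = 3) to 23.0 ± 8.36 (n = 4), and *Ppp1r9a* fell by 1.51 (SE 0.19, adjusted p = 0.000365). These 2 calls and that of *Cth* held with each library left out. The remaining named genes were less stable. *Sult2a7* (3.81, adjusted p = 0.0223) was not called without WT CTR replicates 1, 2 or 3 (3.71, 3.96 and 3.79) or KO CTR replicate 2 (3.06). *Olig1* (2.07, adjusted p = 0.0284) was not called without WT CTR replicates 1 or 3 (1.97 and 1.95) or KO CTR replicates 2 or 3 (2.11 and 1.91). *Adh6-ps1* (-3.90, adjusted p = 0.0284) was called in only 1 of its 7 leave-out fits, the one without WT CTR replicate 2 (-4.24). *Sult2a7* and *Adh6-ps1* have close paralogs. Of the 36 genes called lower, 12 were ribosomal or small non-coding RNAs, with a median log2 fold change of -5.76, and this median was -0.05 without WT CTR replicate 3.

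Without tryptophan, 28 genes were called between KO and WT, 10 higher and 18 lower, with 1281 at an unadjusted p under 0.05. DESeq2 called 123 genes, limma-voom 6, a fit with no filter 101, and a fit of the 2 groups 4: *Cth*, *Asns*, and *Snhg11* (2.02) and Gm43314 (-6.40), the latter 2 named after their values were seen. WT noTrp held 2 libraries, and the count was 14 without its replicate 1, 230 without its replicate 2, and 51 without KO noTrp replicate 1. *Asns* rose by 2.99 (adjusted p = 0.0061), *Cd36* by 2.38 (adjusted p = 0.0061) and *Sult2a7* by 4.29 (adjusted p = 0.0234). *Scd1* was at -2.85 (adjusted p = 0.0165) and *Egr1* at -1.85 (adjusted p = 0.00877), beside *Cth*. *Asns*, *Cd36* and *Cth* were called with each library left out. *Scd1* was not called without WT noTrp replicate 1 (-0.86) or KO noTrp replicate 3 (-2.75), *Egr1* not without WT noTrp replicate 1 (-1.56), and *Sult2a7* not without WT noTrp replicate 1 (4.60) or 2 (4.05).

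Within KO, the diets ask what each missing amino acid does when cysteine cannot be made. Removing cysteine changed 2906 genes against the control diet, 1528 higher and 1378 lower, and the count without KO noCys replicate 3 was 1379. *Pck2* rose by 3.92 (adjusted p = 2.49e-09) and *Derl3* by 3.34 (adjusted p = 0.00203). *Cux2* rose by 3.75 (adjusted p = 0.0253) and was not called without KO CTR replicates 2, 3 or 4 (3.67, 3.50 and 3.41) or KO noCys replicates 1 or 3 (3.04 and 3.92). *Serpina4-ps1* was at -5.84 (adjusted p = 0.00223), *Serpina12* at -5.20 (adjusted p = 0.00126) and *Selenbp2* at -5.08 (adjusted p = 0.00117). All 13 ISR genes were again higher, 12 of them called, but *Ddit3* and *Atf6* not without KO noCys replicate 3 (0.74 and 0.35). *Fgf21* was the gene not called (2.1, adjusted p = 0.0506), although limma-voom called all 13. Removing tryptophan changed 269 genes, 112 higher and 157 lower. This count was 580 by DESeq2, 610 by limma-voom and 136 in a fit of the 2 groups. It was 105, 447 and 140 without KO CTR replicates 1, 2 and 3, and 141 without KO noTrp replicate 3. *Fbf1* rose by 2.20 (adjusted p = 0.00794), *Id1* by 1.89 (adjusted p = 0.00206) and *Cyp26b1* by 1.5 (adjusted p = 0.00027). *Scd1* was at -3.00 (adjusted p = 0.0017) and *Sqle*, a cholesterol synthesis gene, at -2.06 (adjusted p = 0.000685). *mt-Atp6*, which overlaps 2 other mitochondrial genes, was at -2.21 (adjusted p = 0.0133) and not called without KO CTR replicate 3 (-1.71). With library totals alone, the called genes were 73.7% higher in place of 52.6% without cysteine, and 55.5% in place of 41.6% without tryptophan.

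Within WT, where cysteine can still be made, 95 genes were called without cysteine, 56 higher and 39 lower, with 2000 at an unadjusted p under 0.05. DESeq2 called 307, limma-voom 533, a fit with no filter 269 and a fit of the 2 groups 396. Every library left out lowered the count by more than 1.5 times: to 33, 53 and 1 without WT CTR replicates 1, 2 and 3, and to 19, 12, 12 and 16 without WT noCys replicates 1, 2, 3 and 4. The 1 gene left was *Spon2* (-1.52), named here after its values were seen. *Orm2* rose by 4.17 (adjusted p = 0.0261), *Dusp1*, which overlaps *Ergic1*, by 2.28 (adjusted p = 0.0261) and *Mt1* by 2.49 (adjusted p = 0.0497). *Nav2*, which overlaps Gm2788, was at -1.62 (adjusted p = 0.0119), *Cyp4a12a* at -1.42 (adjusted p = 0.0393) and *Cldn1* at -1.29 (adjusted p = 0.039). *Nav2* lost its call only without WT CTR replicate 3 (-1.59). *Mt1* and *Cldn1* lost theirs in all 7 leave-out fits, at 2.20 to 2.94 and -1.48 to -1.18. *Dusp1* kept its call only without WT noCys replicate 1, *Cyp4a12a* only without WT noCys replicate 2, and *Orm2* only without WT noCys replicates 3 or 4. *Orm2* fell to 2.88 without WT noCys replicate 1. None of the 13 ISR and 8 OSR genes was called by edgeR. Unadjusted p was under 0.05 for 1 and 3 of them, and DESeq2 called 0 and 1, limma-voom 0 and 2.

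Removing tryptophan from WT mice changed 459 genes, 244 higher and 215 lower, and 790 by DESeq2, 32 by limma-voom and 3 in a fit of the 2 groups: *Scara5* (3.42), *Sqle* (-2.25) and *Junb* (1.71), named after their values were seen. The count was 171, 296 and 146 without WT CTR replicates 1, 2 and 3, and 99 and 728 without WT noTrp replicates 1 and 2. *Cyp4a12a* was at -2.76 (adjusted p = 0.0034) and was called in all 5 leave-out fits. The other 5 named genes lost their calls in several of these fits. *Ppp1r3g*, *Igfbp1* and *Btg2* kept theirs only without WT noTrp replicate 2 (5.69, 4.73 and 3.54), and *Mir6236* and *Lars2* only without WT CTR replicates 1 or 2. Without WT noTrp replicate 1, *Ppp1r3g* moved from 4.73 to 0.42, *Igfbp1* from 3.87 to 1.49 and *Btg2* from 2.82 to 1.30. Without WT CTR replicate 3, *Mir6236* moved from -4.35 to -0.62 and *Lars2* from -3.80 to -0.72. Their adjusted p was 0.0308, 0.0189, 0.0189, 0.0343 and 0.0372 with all libraries. Of the study's lists, 1 ISR gene was called higher, *Psat1* (2.53, adjusted p = 0.0413), and 2 OSR genes lower, *Gstm2* (-0.95, adjusted p = 0.0351) and *Gstm4* (-0.78, adjusted p = 0.0149). *Psat1* kept its call only without WT noTrp replicate 2 (3.11), and was at 1.51 without WT noTrp replicate 1. *Gstm2* lost its call without WT CTR replicates 1 (-0.91) or 3 (-0.79) or WT noTrp replicate 2 (-0.57), and *Gstm4* without WT CTR replicate 1 (-0.71) or WT noTrp replicate 2 (-0.60). Of the 20 cholesterol synthesis genes, 12 were called, 15 by DESeq2 and 2 by limma-voom. With library totals alone, 78.0% of the called genes were higher in place of 53.2%.

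**Figure D3:**
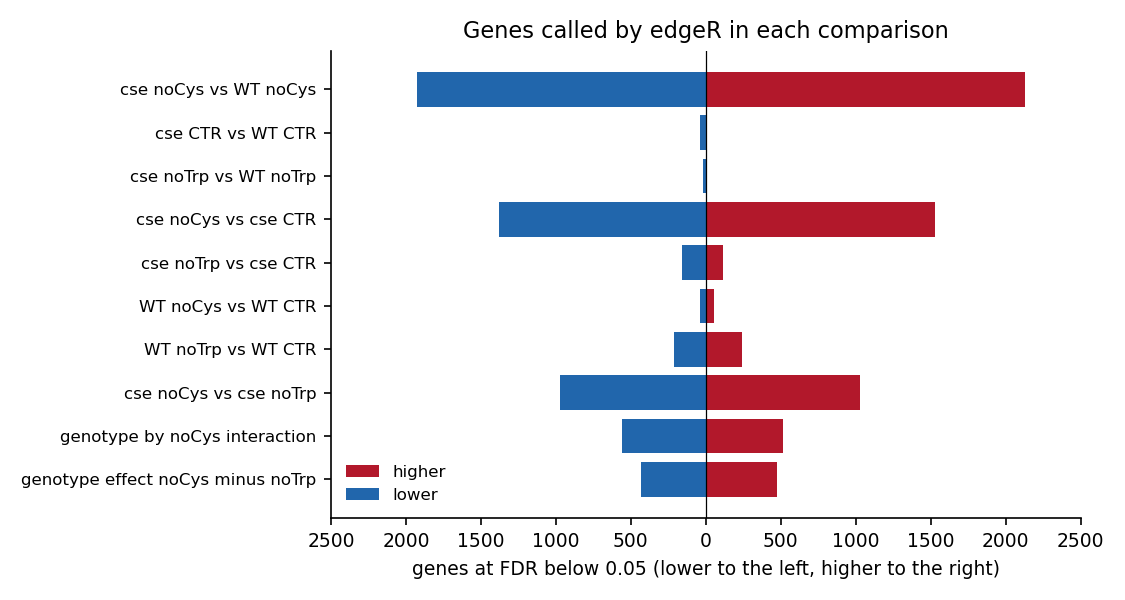
Genes called by edgeR at an adjusted p under 0.05 in 10 comparisons, lower to the left of 0 and higher to the right. The bars run from 28 genes (KO noTrp against WT noTrp) to 4055 (KO noCys against WT noCys).

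KO noCys was compared with KO noTrp to separate the loss of cysteine from the loss of another essential amino acid. Here 2000 genes were called, 1030 higher and 970 lower. The count was 3204 by limma-voom, and 570 and 1197 without KO noCys replicates 3 and 4. *Gstm3* rose by 3.33 (adjusted p = 5.32e-07), *Arhgef2* by 2.76 (adjusted p = 3.68e-05) and *Pck2* by 2.73 (adjusted p = 4.03e-08). *Selenbp2* was at -4.65 (adjusted p = 0.00315). *Saa2* (-3.89, adjusted p = 0.0438) and *Serpina4-ps1* (-3.82, adjusted p = 0.0391) were each called in only 2 of 8 leave-out fits, *Saa2* without KO noTrp replicates 4 or 5 and *Serpina4-ps1* without KO noTrp replicates 1 or 3. The values in the fits that lost the call were -4.33 to -2.83 and -4.45 to -3.46. With library totals alone, 68.3% of the called genes were higher in place of 51.5%.

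Whether effects differed was tested directly. The effect of removing cysteine differed between KO and WT in 1069 genes, 512 with a larger value in KO and 557 with a smaller one. This count was 2179 by limma-voom, and 640, 697, 430 and 701 without WT CTR replicates 1 and 2 and KO noCys replicates 3 and 4. All 13 ISR genes had a larger value in KO, with 8 called, and all 8 OSR genes, with 7 called. Of these, *Mthfd2*, *Slc3a2*, *Atf5* and the 7 OSR genes were called in all 14 leave-out fits. *Ddit3* kept its call only without replicate 2 of WT CTR or of KO CTR or replicate 1 of WT noCys or of KO noCys. *Slc7a1* was not called without WT CTR replicates 1, 2 or 3 or KO noCys replicate 3, *Pycr1* not without WT CTR replicates 1 or 3, *Psat1* not without WT CTR replicates 1 or 2, and *Trib3* not without KO noCys replicate 3. *Asns* was not called (1.70, adjusted p = 0.125). The genotype effect differed between the diets without cysteine and without tryptophan in 912 genes, 477 larger and 435 smaller without cysteine, in 553 by limma-voom, and in 416 without KO noCys replicate 3. All 13 ISR and all 8 OSR genes were larger without cysteine, with 9 and 6 called by edgeR, 9 and 8 by DESeq2, and 4 and 6 by limma-voom. Those of *Mthfd2* and *Asns* were not called without WT noTrp replicate 1 (3.13 and 1.75), nor was *Srxn1* (0.93), and those of *Slc7a1* and *Trib3* not without KO noCys replicate 3 or WT noTrp replicate 2. *Ddit3* kept its call only without replicate 1 of WT noCys, KO noCys or KO noTrp or replicate 5 of KO noTrp. With library totals alone, 72.6% of the genes in the first test and 81.4% in the second were larger, in place of 47.9% and 52.3%.

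The 5 gene lists were tested as sets in 5 comparisons, and all of their genes in the table passed the filter. The ISR list had a median log2 fold change of 2.70 in KO noCys against WT noCys (camera, adjusted p = 2.42e-11), 2.39 against KO CTR (adjusted p = 1.16e-13) and 1.98 against KO noTrp (adjusted p = 1.56e-14). 13 of its genes were called in each when adjusted over the list alone. The OSR medians were 1.90 (adjusted p = 5.98e-12), 1.74 (adjusted p = 3.35e-12) and 1.86 (adjusted p = 2.62e-16), with all 8 genes called either way. These calls held under an estimated correlation and under fry. On the control diet, KO against WT gave an ISR median of 0.28 (adjusted p = 0.0131), and KO noTrp against KO CTR gave 0.27 (adjusted p = 0.00772). 1 ISR gene was called in each, *Asns* and *Psat1*, and 3 and 2 when adjusted over the list alone, with *Psat1* and *Fgf21* added in the first and *Pycr1* in the second. Neither of these set results held under an estimated correlation (adjusted p = 0.374 and 0.351) or fry (adjusted p = 0.342 and 0.234). The former was also lost without WT CTR replicate 2 (0.39, adjusted p = 0.0648) or KO CTR replicate 2 (0.38, adjusted p = 0.102), and its median was 0.66 without WT CTR replicate 3 and 0.50 without KO CTR replicate 3. That of the latter was 0.58 without KO CTR replicate 2. The OSR median was -0.02 in KO CTR against WT CTR (adjusted p = 0.985), where its mean was 0.11 and the test pointed up, and -0.20 in KO noTrp against KO CTR (adjusted p = 0.0563), with *Gstm2* called lower. The latter was called without KO CTR replicate 3 (-0.26, adjusted p = 0.00325) or KO noTrp replicate 3 (-0.21, adjusted p = 0.0246). The former turned positive without WT CTR replicate 3 (0.07) or KO CTR replicate 3 (0.07), and with library totals alone (0.04). There edgeR, DESeq2 and limma-voom called no OSR gene, and 1 had an unadjusted p under 0.05.

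Cholesterol synthesis genes had medians of -0.85 in KO noCys against WT noCys (adjusted p = 8.22e-09), -1.67 against KO CTR (adjusted p = 1.34e-24) and -0.71 against KO noTrp (adjusted p = 1.19e-09). Of the 20 genes, 15, 18 and 11 were called lower, and 18, 20 and 16 when adjusted over the list alone. Their median was -1.07 in KO noTrp against KO CTR (adjusted p = 1.16e-31, 17 called lower, 20 when adjusted over the list alone). In KO CTR against WT CTR it was 0.55 (adjusted p = 4.59e-14), with 18 of 20 genes higher, 14 called when adjusted over the list alone and none by edgeR over all genes (14 at an unadjusted p under 0.05, 1 by DESeq2, 0 by limma-voom). All 5 held under fry. Under an estimated correlation, the first and the third did not (adjusted p = 0.116 and 0.0935). Respiratory complex genes (73) had medians of -0.30, -0.43, -0.30 and -0.16 in KO noCys against WT noCys, KO noCys against KO CTR, KO noCys against KO noTrp, and KO noTrp against KO CTR (adjusted p = 2.68e-09, 1.14e-22, 2.26e-16 and 7.06e-08). The last was -0.10 (without KO CTR replicate 1) and -0.24 (without KO noTrp replicate 2) with 1 library left out. With library totals alone these were -0.09, -0.31, -0.24 and -0.10. In the same order, 30, 51, 29 and 1 genes were called lower (the last *Ndufv3*) and *Atp5g1* higher in the first. Adjusted over the list alone, 36, 54, 39 and 5 were called lower (the 5 were *Ndufv3*, *Cox7b*, *Ndufa10*, *Cox6b1* and *Ndufa13*), with *Atp5g1* and *Atp5g2* higher in the first. These genes were named after their values were seen. In KO CTR against WT CTR the median was 0.14 (adjusted p = 1.97e-11), with no gene called by edgeR either way (8 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom). None of these 5 set results held under an estimated correlation, and the last 2 named, in KO noTrp against KO CTR and in KO CTR against WT CTR, did not hold under fry either (adjusted p = 0.101 and 0.117).

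Fatty acid synthesis genes (18) had a median of -0.54 in KO noTrp against KO CTR (adjusted p = 4.62e-12), with 17 of 18 lower, 6 called and 12 when adjusted over the list alone, and this held under both other set tests. The median was -0.29 in KO noCys against KO CTR (adjusted p = 0.00448, 5 called lower), which held under fry and not under an estimated correlation (adjusted p = 0.256). It was -0.16 without KO CTR replicate 1, -0.13 without KO noCys replicate 1 and -0.56 without KO noCys replicate 4. These 5 were *Scd1*, *G6pdx*, *Elovl5*, *Acss2* and *Slc25a1*. The other comparisons gave no set call. In KO noCys against WT noCys the median was 0.006 (adjusted p = 0.353), the mean was -0.32 and the test pointed down. The same 5 genes were called lower there, and *Pgd* and *Acaca* higher. The median turned negative without WT noCys replicates 1 (-0.03) or 3 (-0.06) or KO noCys replicate 4 (-0.06), and with the replicate block (-0.01). In KO CTR against WT CTR it was 0.05 (adjusted p = 0.834), with a mean of -0.04 and no gene called by edgeR (2 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom). It turned negative without WT CTR replicates 2 (-0.02) or 3 (-0.01) or KO CTR replicates 1 (-0.12) or 3 (-0.02). In KO noCys against KO noTrp it was 0.23 (adjusted p = 0.17), with *Tkt*, *Acaca* and *Me1* called higher. This median was 0.12 without KO noCys replicate 4 and 0.15 without KO noTrp replicate 3. The genes of this list were named after their values were seen.

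**Figure D4:**
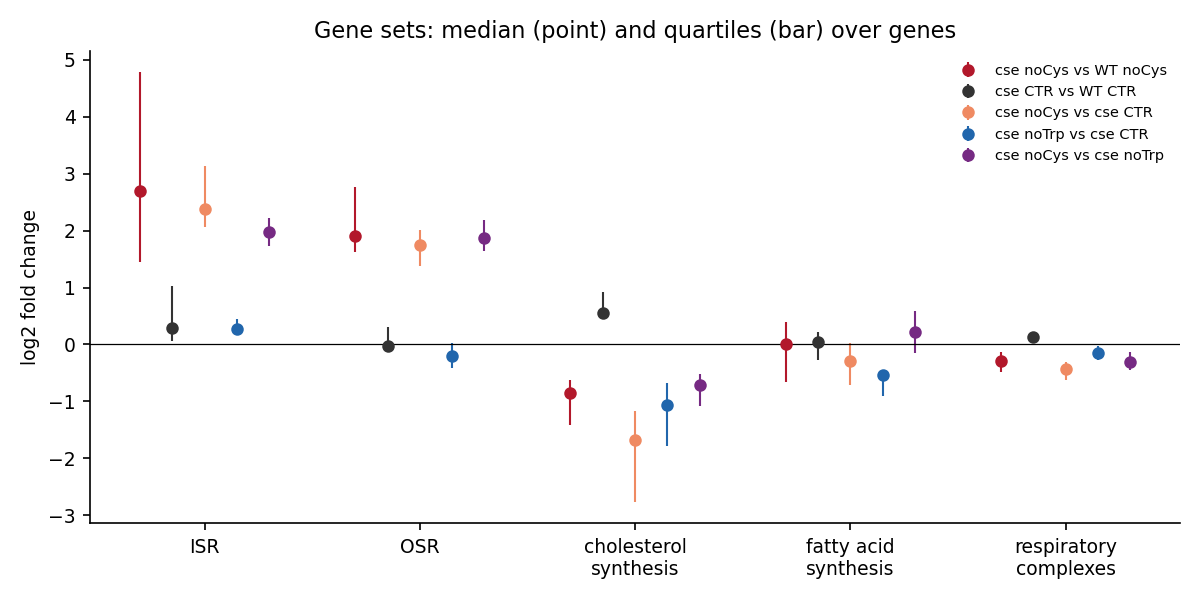
Median log2 fold change (points) and quartiles (bars) over the genes of 5 lists in 5 comparisons. The ISR and OSR medians lie between 1.74 and 2.70 in the 3 comparisons that involve KO noCys, and between -0.20 and 0.28 in the other 2.

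The share of the 4055 genes called in KO noCys against WT noCys that kept their direction on another diet was counted, to ask how much of the genotype effect needs the loss of cysteine. On the control diet, 2801 (69.1%, 95% Wilson interval 67.6% to 70.5%) changed the same way, against 60.0% of all tested genes. Without tryptophan, 2766 (68.2%, 66.8% to 69.6%) did, against 60.8% of all tested genes. These comparisons share no libraries. Both were called in the same direction for 27 genes on the control diet, where 13.0 would be called in both if the calls were independent, and for 20 genes without tryptophan, where 7.90 would. The first share ran from 64.9% without KO CTR replicate 2 to 72.8% without KO noCys replicate 3, and the second from 61.5% without WT noTrp replicate 1 to 71.2% without KO noCys replicate 3.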

Values the study reported

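The study kept the mice on a calorie-restricted control diet for 3 days before they were moved to the test diets. It called a gene changed in KO liver without cysteine at q < 0.05.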

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

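The tests of counting error, of an acute-phase response in single livers and of RNA without a poly(A) tail in single libraries were chosen only after these results were seen. Each measure was searched for a library far from the rest of its group. The gap between the farthest library and its nearest neighbour, divided by the range of the group, was compared with Dixon's 95% critical value for groups of 4 or 5. Groups of 3 or fewer were not searched. Of 138 groups over 46 measures, 20 passed this value, and chance alone would pass 1 in 20, or 6.9, so a part of those below is due to chance.

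*Saa1* or *Saa2* stood apart in 3 libraries, and in WT noCys replicate 1 only *Saa2* did. KO CTR replicate 4 had 718 CPM of *Saa1* and 358 of *Saa2*, with the nearest library of the group at 142 and 49.4. KO noTrp replicate 1 had 978 and 275 (nearest 138 and 59.2), and WT noCys replicate 1 had 3950 of *Saa2* (nearest 415). Both genes belong to the acute-phase response, and they are close paralogs, so reads may be shared between them. Sharing between the pair leaves their joint rise unexplained. A list of 20 other acute-phase genes was scored in every library, and 3 of these 3 libraries had the highest acute-phase score of their group, at 0.955, 1.34 and 1.5 in the order above. A contribution of immune cells was argued against: 0 of the 3 had the highest immune marker score of its group. A candidate explanation is thus an acute-phase response of the liver in these animals. The cause of such a response was not tested, and no group in the design separates these animals from the others.

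Ribosomal and small non-coding RNA took 0.384% of the counts in KO CTR replicate 1 (nearest 0.202%) and 0.335% in KO noTrp replicate 4 (nearest 0.176%). The same libraries stood apart for *Mir6236*, at 195 CPM (nearest 121) and 166 CPM (nearest 109.5), and the second also for *Lars2*, at 1255 CPM (nearest 675). If RNA without a poly(A) tail had passed the selection in some libraries, the libraries with the most ribosomal RNA would also have the most *Lars2*, a gene that carries reads resembling ribosomal RNA. Of the 3 libraries highest in the ribosomal RNA gene, 3 were also highest in *Lars2*. High *Lars2* was part of what prompted this test, so it adds little, and RNA without a poly(A) tail in these libraries cannot be told apart from other sources of ribosomal RNA reads. A change in the animals' own ribosomal RNA was not tested.

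The other single libraries far from their group concerned genes with no common theme. KO noTrp replicate 3 had 111 CPM of *Cyp2b9* (nearest 26.6) and 2.29 of *Serpina12* (nearest 32.8), and KO noTrp replicate 1 had 48.4 of *Cux2* (nearest 6.79). KO noTrp replicate 4 had 16.6 of *Adh6-ps1* (nearest 5.23) and 2.17 of *Arhgef2* (nearest 3.82), and WT noCys replicate 1 had 2.39 of *Adh6-ps1* (nearest 26.7). In KO CTR, *Sult2a7* was at 76.6 in replicate 2 (nearest 26.9), *Olig1* at 10.7 in replicate 3 (nearest 7.35), *Serpina4-ps1* at 129.7 in replicate 1 (nearest 39.0) and *Id1* at 3.20 in replicate 4 (nearest 3.94). Counting error was argued against for all of the single-gene values in this part but *Id1*: of 17 values, 0 had a 95% Poisson interval that reached the nearest library. That of *Id1* rose to 4.45 CPM, above the nearest library, so a low value by counting error cannot be told apart from a low level of the RNA, which rests on 35 reads. *Cyp2b9*, *Sult2a7*, *Serpina4-ps1* and *Adh6-ps1* have close paralogs, and reads shared with them may have raised or lowered these values, which was not tested. No biological explanation was tested, since no group in the design sets these animals apart.

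2 tests of a difference between groups gave many genes: 1069 for the effect of removing cysteine in KO against that in WT, and 912 for the genotype effect without cysteine against that without tryptophan. Of 100 regroupings of the libraries for the first test, 3 gave as many genes, the real grouping included, so chance can be excluded at 0.05. The second was not regrouped because WT noTrp held 2 libraries. After the trend with GC content was removed, 95.7% and 94.8% of these genes were still called, after that with gene length 92.9% and 93.9%, and after thinning to equal totals 75.9% and 78.7%, which argues against each of these as the whole cause. Thinning also removes reads, so a part of its loss is a loss of precision. No batch is given by the labels. The reading that the liver of KO mice responds to the loss of cysteine in a way that WT livers and the loss of tryptophan do not match remains a hypothesis.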

How the results depend on the processing

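Scaling by library totals alone was the only alternative chosen after seeing the data. The count of genes in KO noCys against WT noCys stayed within 1.5 times of 4055 under every alternative that kept all libraries, as did that in KO noCys against KO CTR. The smaller counts moved more, and the cause was not tested unless it is given. DESeq2 called 126 genes in KO CTR against WT CTR, 123 in KO noTrp against WT noTrp, 580 in KO noTrp against KO CTR, 307 in WT noCys and 790 in WT noTrp against WT CTR. Limma-voom with quality weights called 86, 6, 610, 533 and 32 in these 5, and 3204 in KO noCys against KO noTrp, 2179 for the difference of the cysteine effect between genotypes and 553 for that of the genotype effect between diets. Its weights were lowest for the 2 WT noTrp libraries (0.45 and 0.47). With no filter, 154, 101 and 269 genes were called in KO CTR against WT CTR, KO noTrp against WT noTrp and WT noCys against WT CTR. A fit of the compared groups alone gave 6 in KO CTR against WT CTR, 4 in KO noTrp against WT noTrp and 136 in KO noTrp against KO CTR. It gave 396 in WT noCys and 3 in WT noTrp against WT CTR. Such a fit has fewer samples to estimate the spread, but this was not tested as the cause. The count in WT noCys against WT CTR rose, from 95. With the replicate block, 10 genes were called in KO CTR against WT CTR, 14 in WT noCys and 191 in WT noTrp against WT CTR, and 1302 in KO noCys against KO noTrp. The numbers do not pair samples across groups: residuals of libraries with the same number had a mean correlation of -0.009 over 41 pairs, and those with different numbers 0.003 over 140. With RLE size factors, no count moved by over 1.5 times, nor with library totals alone, although the latter moved the median of all genes, to 0.20 in KO noCys against WT noCys, and with it the share of genes called higher.

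With 1 library left out, the count of genes ran from 2358 to 3895 in KO noCys against WT noCys, from 9 to 53 in KO CTR against WT CTR, from 14 to 230 in KO noTrp against WT noTrp, from 1379 to 2979 in KO noCys against KO CTR and from 105 to 447 in KO noTrp against KO CTR. It ran from 1 to 53 in WT noCys and from 99 to 728 in WT noTrp against WT CTR, from 570 to 2124 in KO noCys against KO noTrp, and from 430 to 1399 and from 416 to 1179 in the 2 tests of a difference between effects. Where 1 of the 2 WT noTrp libraries was left out, the other was assumed to vary like the remaining groups. Over all comparisons, 52 of these counts stayed within 1.5 times of the value with all libraries and 33 did not.

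Camera with an estimated correlation lost the list calls that follow, at unchanged medians. They were cholesterol and respiratory genes in KO noCys against WT noCys (-0.845 and -0.296, adjusted p = 0.116 and 0.256) and against KO noTrp (-0.714 and -0.305, adjusted p = 0.0935 and 0.114), and ISR and respiratory genes in KO CTR against WT CTR (0.284 and 0.138, adjusted p = 0.374 and 0.201). They were also fatty acid and respiratory genes in KO noCys against KO CTR (-0.292 and -0.431, adjusted p = 0.256 and 0.0647) and ISR and respiratory genes in KO noTrp against KO CTR (0.270 and -0.156, adjusted p = 0.351 and 0.288). Fry lost only the ISR and respiratory calls in KO CTR against WT CTR (adjusted p = 0.342 and 0.117) and in KO noTrp against KO CTR (adjusted p = 0.234 and 0.101). The 2 versions of camera differ only in whether the correlation was preset or estimated, so this setting is the cause of the former losses. Whether the size of the correlation or another part of the test under this setting acted was not examined. The cause of the losses under fry was not tested. The OSR median in KO CTR against WT CTR, which was not called, became positive with library totals alone (0.042), no filter (0.011) and the replicate block (0.037). In KO noTrp against KO CTR it was called under the same 3 alternatives (-0.149, -0.209 and -0.179, adjusted p = 0.0417, 0.0138 and 0.0326). The fatty acid median in KO noCys against WT noCys was -0.013 with the replicate block. The cause of these changes was not tested. Of 190 list results with 1 library left out, 177 kept their side of the threshold and direction. The others lay in the ISR list in KO CTR against WT CTR (0.262 to 0.663), the OSR list there (-0.064 to 0.073) and in KO noTrp against KO CTR (-0.259 to -0.108), and the fatty acid list in KO CTR against WT CTR (-0.116 to 0.123) and in KO noCys against WT noCys (-0.057 to 0.105).

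Of the 177 values of named genes, DESeq2 kept the direction and call of all 176 that it tested, RLE size factors of 176 and library totals of 172, a fit of the compared groups alone of 153 and the replicate block of 155. Library totals reversed *Cbs* (0.13) and *Nfe2l2* (0.14) in KO noCys against WT noCys, neither of them called, and the move of the median of all genes from -0.02 to 0.20 under this scaling accounts for both. With 1 library left out, 1352 values kept direction and call, 170 lost a call, 1 gained one and 5 reversed. The reversals were all of uncalled genes in KO noCys against WT noCys, *Nfe2l2* (-0.22 to 0.02) and *Hmox1* (-0.14 to 0.18). The share of genes with the same direction on the control diet ran from 64.9% to 72.8% and without tryptophan from 61.5% to 71.2% with 1 library left out. Among genes that changed more than 2-fold these shares were 66.8% and 72.9%. Fewer reads lose calls: thinned to equal totals, 84.7% of the genes called in KO noCys against WT noCys were still called.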

Other observations

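The tests of female animals, of immune cells in WT noCys, of ribosomal RNA reads in *Lars2*, of RNA without a poly(A) tail in WT CTR replicate 3, of a variant near *Asns*, and both tests of the weaker ISR in KO noCys replicate 1 were chosen only after the results were seen. Chance was weighed by regrouping the libraries of each comparison of at least 3 against 3. As many genes as in the real grouping were called in 1 of the 35 groupings, the real one, for KO noCys against WT noCys, KO CTR against WT CTR, KO noCys against KO CTR and WT noCys against WT CTR. The same held in 1 of the 56 for KO noCys against KO noTrp and in 1 of 100 for KO noTrp against KO CTR. Chance can thus be excluded for these counts at 0.05. It was less often excluded for the lists. A median as far from 0 as the real one arose in KO noCys against WT noCys in 1 of 35 groupings for the ISR, OSR, cholesterol and respiratory lists and in 33 for the fatty acid list. In KO noCys against KO CTR it arose in 1 of 35 for the OSR, cholesterol and respiratory lists, in 2 for the ISR list and in 7 for the fatty acid list. In KO noCys against KO noTrp it arose in 1 of 56 for all but the fatty acid list, with 4. In KO noTrp against KO CTR it arose in 1 of 100 for cholesterol, 3 for fatty acid, 11 for OSR, 16 for respiratory and 17 for ISR genes. In KO CTR against WT CTR it arose in 5 of 35 for cholesterol, 7 for respiratory, 12 for ISR, 24 for fatty acid and 34 for OSR genes. By these regroupings alone, chance could therefore not be excluded for any list on the control diet, for the ISR and fatty acid lists in KO noCys against KO CTR, or for the fatty acid list in the other comparisons with KO noCys. For the ISR list, the library scores lay at 2.12 to 3.72 in KO noCys and 0.40 to 1.31 in KO CTR. Camera, camera with an estimated correlation (adjusted p = 0.0245) and fry all called it there. These values are not independent evidence against chance, because the study picked this list from data that include these libraries. The same limit holds for the regroupings of the ISR and OSR lists. Without tryptophan, chance could not be excluded for the OSR, ISR and respiratory lists.

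The 4055 genes called in KO noCys against WT noCys were tested for technical trends. Of these, 97.2% were still called after the trend with GC content was removed, 96.3% after that with gene length and 84.7% after thinning to equal totals, which argues against each as the whole cause. Mice bred for a knockout may also carry sequence of another strain around it, and the study gives a mixed strain background for its KO mice. Within 20 Mb of *Cth*, 23 of 89 genes were called (25.8%), against 28.2% elsewhere. So many genes were called elsewhere that this test cannot exclude linked sequence as the cause of calls in this window. These 23 are only a small part of the 4055 calls, so sequence within the window cannot be the cause of most of them. For KO CTR against WT CTR, 1 of 89 nearby genes other than *Cth* was called (*Adh6-ps1*), against 44 of 14280 elsewhere (Fisher's exact p = 0.244), and so few calls cannot be told apart from none. For KO noTrp against WT noTrp, 2 were (Gm43314, which overlaps *Cth*, and Gm6520; Fisher's exact p = 0.012). These genes were named after their values were seen.

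*Asns* was called higher in KO than in WT on all 3 diets, by 3.67 to 4.03 on the control diet with each library left out, so its neighbourhood was examined. Within 5 Mb of it, 2 of 29 other genes were called in KO CTR against WT CTR (*Casd1* and *Ppp1r9a*, the former named after its values were seen), against 43 of 14340 elsewhere (Fisher's exact p = 0.00369). *Ppp1r9a* was called lower on all 3 diets, as a fixed variant would give, with means of 19.0, 15.1 and 11.8 CPM in WT and 6.66, 5.29 and 4.89 in KO (CTR, noCys and noTrp). It was the 1 of 29 nearby genes called without tryptophan (Fisher's exact p = 0.0531). Without cysteine 11 of 29 were called (Fisher's exact p = 0.300), where so many genes were called elsewhere that this test says little. A sequence variant near *Asns* that differs between the genotypes is a candidate explanation for its rise on the control diet. It remains open beside a mild stress response of the KO liver, since these genes prompted the test. *Asns* and *Cth* lie on different chromosomes, so such a variant would not be linked to the knockout allele. The study proposes a basal ISR driven by *Gcn2* in KO mice, even on standard chow. It bases this on the early death of most *Gcn2* and *Cse* double knockouts and on raised ISR genes such as *Asns* in liver. *Asns* also rose within KO when cysteine was removed, which a fixed variant alone would not produce.

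Of the genes called lower in KO CTR against WT CTR, 12 were ribosomal or small non-coding RNAs. Their median log2 fold change of -5.76 became -0.05 when WT CTR replicate 3 was left out. That library held 8.0% of its counts in such genes, with 6.22% in ribosomal RNA, against 0.106% to 0.384% in the others. *Lars2*, a protein-coding gene, took a further 1.86%. The fall of *Lars2* in WT noTrp against WT CTR likewise shrank to -0.72 (adjusted p = 0.387) without this library, and that of *Mir6236* to -0.62 (adjusted p = 0.372). RNA without a poly(A) tail in 1 library is thus a likely source of these calls, and they are not read as effects of genotype or diet here.

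*Saa1* and *Saa2* were much lower in KO noCys than in WT noCys. The 20 other acute-phase genes, all of which passed the filter, had a median log2 fold change of 0.75 in WT noCys against WT CTR, with 18 higher, and of -0.35 in KO noCys against KO CTR, with 15 lower. These medians lay at percentiles 100 and 1.98 of random lists, which take no account of correlation within a list. A high percentile was not specific to WT noCys. It was also 100 in KO CTR against WT CTR and in KO noTrp against WT noTrp. It was 99.28 in KO noTrp against KO CTR and 98.52 in WT noTrp against WT CTR. Directly compared, KO noCys was at -0.58 against WT noCys, with 17 lower. Both a raised acute-phase response in WT noCys and a lowered one in KO noCys may contribute, and the 2 are not exclusive. The lowered one is less certain, because the library scores overlapped. They were 0.587, 0.216 and 0.123 in KO noCys and 0.367, 0.257, 0.265 and 0.955 in KO CTR. The last is replicate 4, which stood apart for *Saa1* and *Saa2*. Scores in WT noCys (0.408 to 1.495) all lay above those in WT CTR (-0.096 to 0.084). Those of every other group did too, with the lowest at 0.123 in KO noCys, so a low WT CTR may contribute to this difference. More immune cells in WT noCys than in KO noCys livers remain open. Over 10 immune markers, all of which passed the filter, KO noCys was at -0.56 against WT noCys, with 9 lower and 3 called lower (*Coro1a*, *Laptm5* and *Fcer1g*, named after their values were seen). The median of -0.055 in WT noCys against WT CTR, with 3 higher and 7 lower, decides nothing. KO noCys was at -0.35 against KO CTR, with 9 lower, and at -0.81 against KO noTrp, with 9 lower and 6 called lower, so fewer immune cells in KO noCys livers also remain open. In KO CTR against WT CTR the acute-phase median was 0.33, in KO noTrp against WT noTrp 0.26, in KO noTrp against KO CTR 0.16, in WT noTrp against WT CTR 0.23 and in KO noCys against KO noTrp -0.40.

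Several genes with a sex bias in liver were among the largest changes, and lists of such genes were tested. The 14 male-biased genes, all of which passed the filter, had a median log2 fold change of -0.56 in KO noCys against WT noCys, with 13 lower and 5 called lower. It was -0.99 in KO noCys against KO CTR, -0.60 against KO noTrp, -0.32 in KO noTrp against KO CTR, -0.33 in WT noCys and -0.73 in WT noTrp against WT CTR, -0.13 in KO CTR against WT CTR and 0.14 in KO noTrp against WT noTrp. Only 7 of the 16 female-biased genes passed the filter, with a median of 0.06 in KO noCys against WT noCys (4 higher, 3 lower). Their median was -0.74 in KO noCys against KO CTR (3 higher, 4 lower) and -0.64 against KO noTrp (2 higher, 5 lower). It was 0.15 in KO noTrp against KO CTR, 0.55 in WT noCys and 0.99 in WT noTrp against WT CTR, 0.93 in KO CTR against WT CTR and 0.01 in KO noTrp against WT noTrp. With so few of the list tested, these medians decide little. A loss of the male-biased programme therefore cannot be told apart from other causes of the fall, such as the response to diet itself. Female animals in KO noCys were excluded: *Ddx3y*, on the Y chromosome, was at 71.9 CPM or more there.

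KO noCys replicate 1 had a weaker ISR than the other 2 libraries of its group, with a mean log2 score over the 13 genes of 2.12 against 3.72 and 3.30. If unresponsive liver had diluted the sample, or a sample had been mixed, the rise of ISR and OSR genes over KO CTR would have shrunk in the same proportion. As a percentage of the mean rise of the other 2 libraries in CPM, the rise in replicate 1 had a median of 123% over the 8 OSR genes (46.9% to 276%, quartiles 107% and 150.04%) and of 16.3% over the 13 ISR genes (2.03% to 86.9%, quartiles 7.62% and 54.0%). This argues against dilution. Thinned to the total of replicate 1, the lower of the others still had an ISR score of 3.19, which argues against depth. A biological difference between animals is unexcluded, but no group in the design tests it.

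The checks of sample identity gave the following values, with no explanation offered. *Xist* was at 0 to 1.58 CPM over the 21 libraries, *Ddx3y* at 51.9 to 87.0, *Eif2s3y* at 34.8 to 73.5, *Kdm5d* at 7.61 to 20.5 and *Uty* at 7.60 to 15.9. The 14 clock and feeding genes, 13 of which passed the filter, summed to a median of 6704 CPM, from 5038 (WT CTR replicate 1) to 9685 (WT noTrp replicate 1). The adipocyte markers (6 of 10 passed the filter) summed to a median of 1184, from 328 (KO noCys replicate 3) to 2138 (KO noTrp replicate 5), and the erythroid markers (5 of 7) to 192, from 112 (KO noTrp replicate 4) to 378 (WT noTrp replicate 1). The gut and gallbladder markers (9 of 10) summed to 528, from 409 (WT noCys replicate 3) to 953 (KO noCys replicate 3), and the immune markers (10 of 10) to 195, from 132 (KO noCys replicate 1) to 332 (KO noTrp replicate 3). The muscle markers (1 of 10) summed to 1.5, from 0.754 (WT CTR replicate 2) to 5.24 (KO noCys replicate 4), and the pancreas markers (1 of 10) to 16.2, from 10.3 (WT noTrp replicate 1) to 37.3 (WT noTrp replicate 2).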
